# Analysis and comprehensive comparison of PacBio and nanopore-based RNA sequencing of the *Arabidopsis* transcriptome

**DOI:** 10.1186/s13007-020-00629-x

**Published:** 2020-06-12

**Authors:** Jiawen Cui, Nan shen, Zhaogeng Lu, Guolu Xu, Yuyao Wang, Biao Jin

**Keywords:** Plant transcriptome, Third-generation sequencing, PacBio, Nanopore, RNA-Seq, Single-molecule sequencing

## Abstract

**Background:**

The number of studies using third-generation sequencing utilising Pacific Biosciences (PacBio) and Oxford Nanopore Technologies (ONT) is rapidly increasing in many different research areas. Among them, plant full-length single-molecule transcriptome studies have mostly used PacBio sequencing, whereas ONT is rarely used. Therefore, in this study, we examined ONT RNA sequencing methods in plants. We performed a detailed evaluation of reads from PacBio, Nanopore direct cDNA (ONT Dc), and Nanopore PCR cDNA (ONT Pc) sequencing including characteristics of raw data and identification of transcripts. In addition, matched Illumina data were generated for comparison.

**Results:**

ONT Pc showed overall better raw data quality, whereas PacBio generated longer read lengths. In the transcriptome analysis, PacBio and ONT Pc performed similarly in transcript identification, simple sequence repeat analysis, and long non-coding RNA prediction. PacBio was superior in identifying alternative splicing events, whereas ONT Pc could estimate transcript expression levels.

**Conclusions:**

This paper made a comprehensive comparison of PacBio and nanopore-based RNA sequencing of the *Arabidopsis* transcriptome, the results indicate that ONT Pc is more cost-effective for generating extremely long reads and can characterise the transcriptome as well as quantify transcript expression. Therefore, ONT Pc is a new cost-effective and worthwhile method for full-length single-molecule transcriptome analysis in plants.

## Background

Current sequencing-based transcriptomic analyses (RNA-Seq) using the massive throughput of next-generation sequencing platforms have enabled us to build a picture of the active transcriptional patterns within organisms. Among these analyses, short-read RNA-Seq (mainly using Illumina technology) has been used for over a decade. The numbers of reads output by Illumina sequencers could accurately quantify the highly expressed genes. However, because Illumina sequencers are appropriate only for short read-length sequencing, we must fragment RNA or cDNA during sample preparation. Thus, the read length is the major limitation in short-read RNA-Seq which would cause the loss of some information from the original full-length transcripts, and therefore it is hard to analyse several aspects of co/post-transcriptional processing events.

With the rapid development of sequencing technology, long-read sequencing platforms, including Pacific Biosciences (PacBio) [1] and Oxford Nanopore Technologies (ONT) [2], which have the capability to sequence entire cDNA molecules end-to-end, are available. These two platforms have increased read lengths considerably in comparison to next-generation sequencing methods and can be used to address a large variety of research questions. PacBio single-molecule real-time (SMRT) isoform sequencing (Iso-Seq) can capture the full length of transcripts, thereby presenting an easier and more accurate method for gene annotation [3], isoform identification [4, 5], and lncRNA discovery [6]. Thus, it has been successively used for whole-transcriptome profiling in many different organisms [7–9]. On the other hand, ONT sequencers measure changes in ionic current when the DNA fragments translocate through protein nanopores in a semi-synthetic insulated membrane; this process does not require enzyme-based nucleotide incorporation or detection of fluorescence signals. Therefore, the sequencing read length is theoretically limited only by the length of the DNA fragment translocating through the pore, and amplification biases can be avoided. For these reasons, ONT sequencing has recently allowed researchers to produce high-quality whole-genome assemblies of species such as humans [10], *Arabidopsis thaliana* [11], and *Solanum pennellii* [12]. Increasing studies are utilising ONT sequencers for transcriptome sequencing in humans and animals; however, studies of plants are limited.

In this study, we conducted a comprehensive comparison of PacBio and ONT applications in plant transcriptome sequencing, including read length, error rate, error pattern, coding region (CDS) and lncRNA prediction, complex transcriptome event discovery, and transcript abundance using ONT. This work provides a valuable reference for applications of ONT in plant transcriptome analysis.

## Results

### Overview of Illumina, PacBio and ONT sequencing

To compare the performance of the RNA sequencing methods, we sequenced cDNA libraries from *Arabidopsis* on Illumina NovaSeq, PacBio Sequel, Nanopore instruments. In addition, using Oxford nanopore sequencing, we sequenced cDNA directly (ONT Dc) and amplified cDNA (ONT Pc) using Nanopore GridION and Nanopore PromethION, respectively.

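For ONT Pc, in which the cDNA is amplified by PCR before it is read through the nanopore, 3 replicates were sequenced, named CTRL1, CTRL2, and CTRL3. Each contained 15 to 20 wild-type plants grown at 23 °C during the day and 18 °C at night, and the aboveground parts were collected at growth stage 3.90. The authors base-called the reads with Guppy, built consensus sequences with Racon, mapped them with GMAP, and deposited a CPM value of each gene in each replicate, that is, its read count times 1000000 over a divisor, which equals the replicate's own reads in CTRL1 and exceeds them in CTRL2 and CTRL3. The table lists 23281 features, of which 22409 carry the identifier of a reference gene and 872 are loci numbered by the authors. In each replicate, 100% of the values above 0 were whole multiples of 1 step, so the reads behind each value were recovered. CTRL1 had 8122432 reads on these features, CTRL2 had 7386184, and CTRL3 had 6835029. PCR copies of a molecule are not independent, so read counts understate the error of a value. Pearson's coefficients were calculated across genes on log2(CPM + 1), and they carry no p-value because genes are not replicates. The text of the paper does not name the genome build, and gene names and positions were taken from RefSeq TAIR10.1, which holds all 22294 nuclear identifiers of the table.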

After sequencing, we obtained more than 21 million clean reads from each Illumina RNA-Seq replicate (Additional file 1: Table S1). The clean reads of each replicate were mapped to the reference genome; the percent of total mapped reads was > 84.67% (Additional file 1: Table S2).

For PacBio SMRT sequencing, one size-fractionated, full-length cDNA library (1–6 kb) was constructed and subsequently sequenced in one SMRT cell. As a result, we obtained 26.71 Gb of clean data. 

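The PacBio data analysed here are the authors' deposited list of protein families from 1 library, so no value has a replicate error. For each of 4091 Pfam families, which group proteins by shared domains, the list gives reference transcripts, isoforms found in this library, or both, with the isoforms numbered by locus. Reference transcripts only are listed in 1027 families and PacBio isoforms only in 59. It holds no read count, transcript length, or position, and it does not pair the PacBio loci with reference genes. The reference part covers 35848 transcripts of 22263 genes. A pair of long family lists runs on to another line, and the identifiers broken at the join were left out. The paper gives the depth of the library as a whole, but the list does not give the reads behind an isoform, so the values are counts of identifiers only.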

With full passes ≥ 0.8 and a predicted consensus accuracy > 0.80, 516,364 ROIs were successfully extracted with 27 passes and with a mean length of 1799 bp and quality of 0.97 (Additional file 1: Table S3). These ROIs included 416,662 (80.7%) full-length non-chimeric (FLNC) and 79,984 (15.5%) non-full-length (nFL) reads (Fig. 1). Then, using the ICE algorithm for clustering, we finally obtained 181,135 consensus isoforms in *Arabidopsis*.

**Fig. 1:**
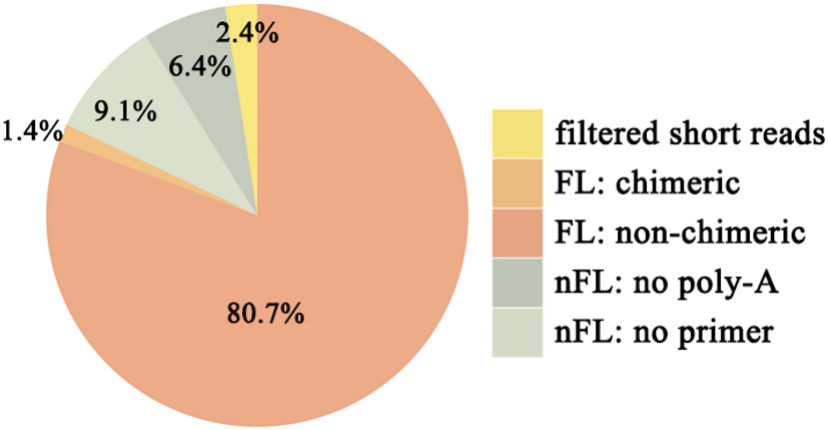
Classification of ROIs

For ONT Dc sequencing, we obtained 6,892,169, 5,687,972, and 10,936,056 clean reads from CTRL1, CTRL2, and CTRL3, respectively. The N50 values of these reads were 1245, 1438, and 1345, and the mean lengths were 1065, 1228, and 1167, respectively. Then, full-length sequences were identified if primers were found at both ends. As a result, we obtained 128,781, 138,295, and 262,832 full-length reads (FL reads) from CTRL1, CTRL2, and CTRL3, respectively (Additional file 1: Table S4). For ONT Pc sequencing, 8,146,264, 7,713,840, and 6,912,956 clean reads were obtained from CTRL1, CTRL2, and CTRL3, respectively. The N50 values of these reads were 1252, 1292, and 1270 and the mean lengths were 1222, 1246, and 1225, respectively. Among them, 5,682,227, 5,563,209, and 5,207,164 FL reads were obtained from CTRL1, CTRL2, and CTRL3, respectively (Additional file 1: Table S4).

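The reads recovered from the deposited ONT Pc table were 99.7% of the clean reads of CTRL1, 95.8% of those of CTRL2, and 98.9% of those of CTRL3. They exceeded the full-length reads by a factor of 1.43 in CTRL1, 1.33 in CTRL2, and 1.31 in CTRL3. Expression values were therefore counted on more reads than the full-length set. The 3 most abundant genes of each replicate, which need not be the same genes, took 6.53% ± 0.606 (SD, n = 3 replicates) of its reads.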

### Comparison of raw data from PacBio and ONT results

To compare the raw data from PacBio and ONT sequencing, we randomly selected 10 Mb raw reads (3,112,439 subreads) from PacBio and 100,000 1D reads from each ONT sample (300,000 total).

The read length is a good representation of the useful length of long reads. The mean length of PacBio reads was 1410.186 bp, with median and maximum read lengths of 1302 bp and 89,075 bp respectively. ONT Dc data were shorter, with median and maximum lengths of 771 bp and 61,315 bp, respectively. The median and maximum read lengths of ONT Pc data were 1097 bp and 8236 bp, respectively (Table 1).

**Table 1:** Read length distribution of PacBio and ONT raw data

Sequencing type	Read length		
	Mean	Median	Maximum
PacBio	1410.186	1302	89075
ONT Dc	902.0619	771	61315
ONT Pc	1231.308	1097	8236

The overall length distributions of the reads for both PacBio and ONT exhibited remarkable differences (Fig. 2a–c). Compared to PacBio, the length distribution of ONT Dc data was skewed to the left, with a large proportion of reads < 2000 bp in length (Fig. 2a–c). In addition, the length distribution of ONT Pc data was similar to that of the ONT Dc data (Fig. 2b, c).

**Fig. 2:**
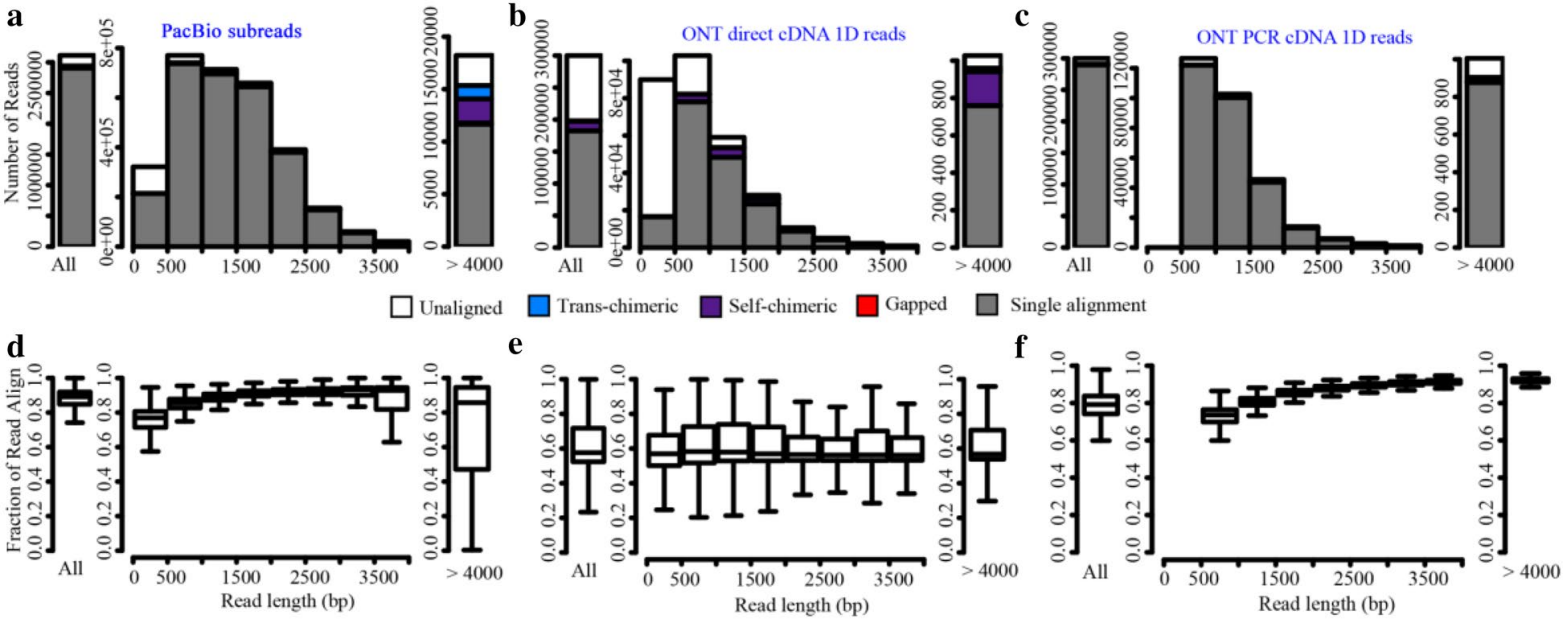
Length distributions and mappability of reads. **a–c** the length distributions of PacBio subreads (**a**), ONT Dc 1D reads (**b**), and ONT Pc 1D reads (**c**). Aligned reads are colour coded to indicate the fractions of reads that are unaligned (white), trans-chimeric alignments (blue), self-chimeric alignments (purple), gapped alignments consisting of multiple paths (red), and single best alignments (grey).The leftmost bar represents all reads, the middle portion represents reads from 0 to 4 kb in length, and the rightmost represents reads > 4 kb in length. **d–f** the mappability of different length bins of PacBio subreads (**d**), ONT Dc 1D reads (**e**), and ONT Pc 1D reads (**f**). The leftmost bar represents the fraction of the mappable read length of the total read length for all reads. The middle section shows the mappable fraction for read lengths ranging from 0 to 4 kb in 500-bp increments, and the rightmost bar represents the mappable fraction of reads > 4 kb

Mappability of long reads is essential for confirming repetitive elements, gene isoforms, and gene fusions. Of PacBio subreads, 94.5% were aligned to the reference genome (Fig. 2d, Table 2). Compared to the PacBio subreads, ONT Dc 1D reads had a lower rate (66%) (Fig. 2e, Table 2), and ONT Pc 1D reads had a higher rate of alignment (97%) (Fig. 2f, Table 2). For PacBio and ONT Pc data, we found that short read lengths (< 500 bp) had low alignment rates (Fig. 2d, f). This is likely due to a larger portion of adapter and linker sequences in this short-length data bin. However, of the ONT Dc 1D reads, all lengths had similar alignment rates (around 60%) (Fig. 2e).

**Table 2:** Alignment results of PacBio and ONT data

	PacBio	ONT Dc	ONT Pc
Total reads	3,112,439	300,000	300,000
Unaligned reads	170,385 (5.5%)	101,892 (34.0%)	8909 (3.0%)
Aligned reads	2,942,054 (94.5%)	198,108 (66.0%)	291,091 (97.0%)
Single-align reads	2,904,280 (93.3%)	182,478 (60.8%)	289,504 (96.5%)
Gapped-align reads	529 (0.02%)	237 (0.08%)	50 (0.02%)
Chimeric reads	37,245 (1.20%)	15,393 (5.13%)	1,537 (0.51%)
Trans-chimeric reads	22,921 (0.74%)	710 (0.24%)	1,296 (0.43%)
Self-chimeric reads	14,324 (0.46%)	14,683 (4.89%)	241 (0.08%)

Some regions of long reads may be particularly error prone, and long reads may be aligned as separated fragments, called gap-aligned reads. Corresponding to the high error rate, more ONT Dc data were gapped alignments (0.08%) compared to PacBio subreads (0.02%) and ONT Pc 1D reads (0.02%) (Table 2). These rates are very low and can be considered negligible in third-generation sequencing data. Long reads generated from gene fusions or trans-splices can be aligned to separate genomic loci; these are termed “trans-chimeric reads”. PacBio subreads contained 0.74% trans-chimeric reads, whereas ONT 1D data contained fewer (ONT Dc: 0.24% and ONT Pc: 0.43%) (Table 2). In addition, the PacBio subreads showed notably higher trans-chimeric rates in very long reads (> 4 kb) (Fig. 2a). Two fragments of a long read may be aligned to the same genomic locus, termed “self-chimeric”, because of the failure to remove adaptor sequences from the raw data. PacBio subreads and ONT Pc 1D reads contained 0.46% and 0.08% self-chimeric reads, respectively, while ONT Dc 1D reads had a surprisingly higher rate (4.89%) (Table 2). The chimeric reads may cause overestimation of DNA molecule lengths.

Error rates and error patterns can indicate the quality of the data, which has a strong effect on single-nucleotide resolution analysis. The error rate of PacBio was 13.217%. Compared to the PacBio subreads, the error rate of ONT Dc data was slightly higher, reaching 13.934%, while the error rate of ONT Pc data was lower (12.669%) (Table 3). This indicated that the ONT Pc data were of slightly higher base quality than PacBio data.

**Table 3:** Error pattern of PacBio and ONT data

	PacBio	ONT Dc	ONT Pc
Bases analyzed	1,117,976	1,066,943	1,079,480
Correctly aligned bases	970,213 (86.8%)	917,270 (86.1%)	942,722 (87.3%)
Total error bases	147,7963 (13.217%)	148,673 (13.934%)	136,758 (12.669%)
Mismatched bases	45,654 (4.084%)	50,249 (4.710%)	46,978 (4.352%)
Deletion bases	58,194 (5.205%)	62,423 (5.851%)	54,896 (5.085%)
Insertion bases	43,915 (3.928%)	36,001 (3.374%)	34,884 (3.232%)

In addition, the compositions of PacBio and ONT errors were similar. The proportions of mismatches were 4.084%, 4.710%, and 4.352% for PacBio, ONT Dc, and ONT Pc data, respectively (Table 3). The deletions had higher rates, 5.205%, 5.851%, and 5.085%, in PacBio, ONT Dc, and ONT Pc data, respectively; the insertion rates were 3.928%, 3.374%, and 3.232%. Taken together, the deletions and insertions together (indels) contributed the most errors in both PacBio and ONT data.

Both PacBio and ONT errors exhibited context-specific patterns. In PacBio reads, most mismatches arose from several context-specific events such as GA → TA, GC → TC, GG → TG, and GT → TT (Fig. 3a). The mismatch CG → CA was most abundant in ONT Dc data, followed by AG → GG (Fig. 3b). The context-specific mismatches in ONT Pc data were similar to those in ONT Dc data, with CG → CA as the most abundant (Fig. 3c). In addition, T in insertions and A and G in deletions were most commonly observed in PacBio reads (Fig. 3a), whereas A in insertions and A and C in deletions were most common in ONT data (Fig. 3b, c).

**Fig. 3:**
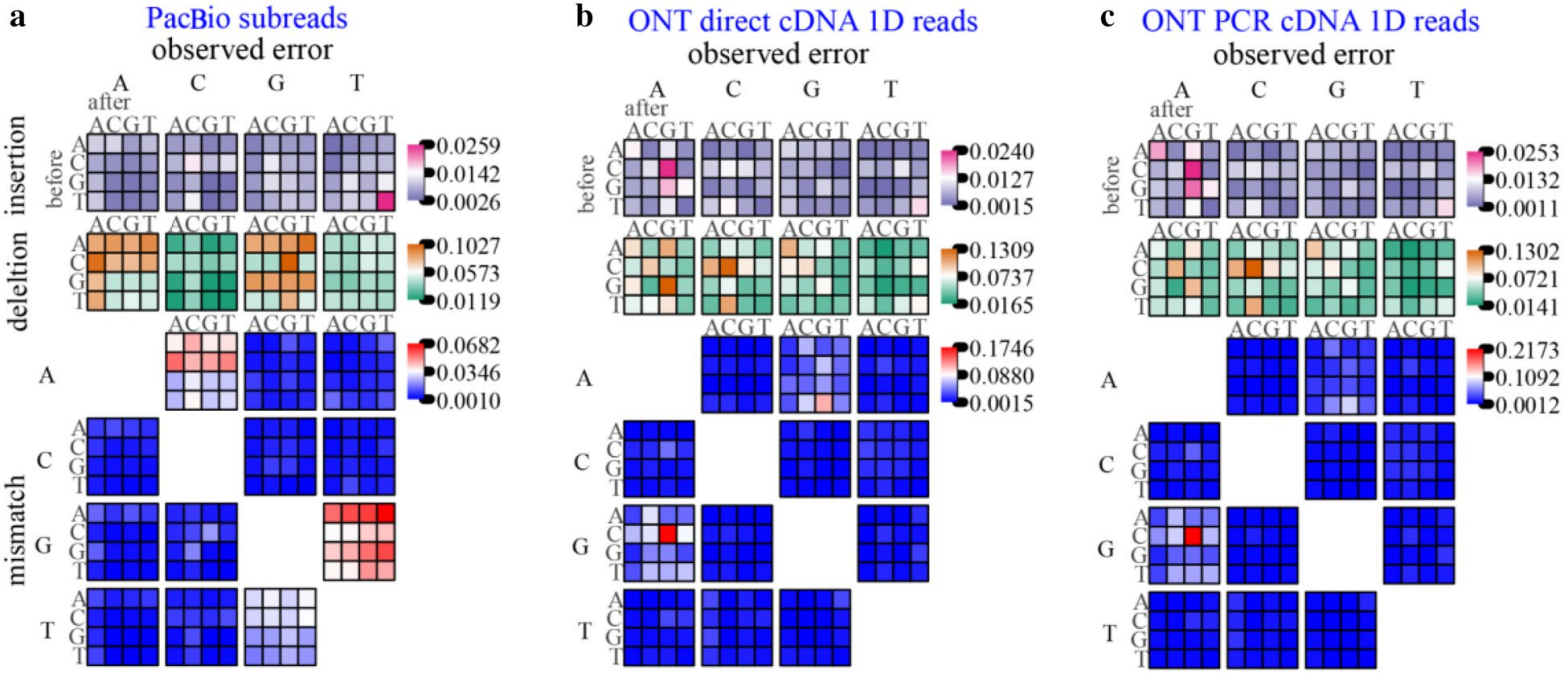
Context-specific errors. Context-specific errors of **a** PacBio subreads, **b** ONT Dc 1D reads, and **c** ONT Pc 1D reads. The error types shown are insertions, deletions, and mismatches. For insertions (deletions), the large base above the plot indicates the inserted (deleted) base. For mismatch errors, the large base to the left (above) indicates the expected (observed) base. Blocks of coloured tiles show the error frequency in specific contexts for each error; the small base to the left (above) indicates the base preceding (following) the error. Error frequency is plotted on separate scales for insertions, deletions, and mismatches

### Transcriptome construction from Illumina, PacBio, and ONT data

Based on Illumina short reads, a total of 21,157 genes were obtained. For PacBio sequencing, the consensus isoforms were polished using non-full-length reads, and 129,080 transcripts with high quality were obtained. These corrected transcripts were mapped to the reference genome using GMAP software. 

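Among the PacBio isoforms placed in a Pfam family, 24665 different isoforms were listed at 7368 loci. The median was 2 isoforms per locus and the mean was 3.35, and the locus with the most had 160. A single isoform was listed at 2865 loci, while 4503 loci had at least 2. Restricting the list to loci with at least 2 isoforms left 21800 isoforms. Of the 4091 families, 3064 contained at least 1 PacBio isoform. The protein kinase domain family contained the most, with 1751 isoforms at 471 loci. Isoforms without a family are not in this list, so these counts cover part of the non-redundant transcripts.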

After removal of redundant reads, 38,011 non-redundant mapped transcripts from 13,376 gene loci were generated. For ONT Dc sequencing, after polishing all of the full-length reads, the corrected isoforms were mapped against the reference genome, generating a total of 47,601 unique mapped transcripts. Similarly, ONT Pc sequencing generated 36,775 non-redundant mapped transcripts.

We first compared the transcript lengths among the different sequencing technologies. The mean length of PacBio transcripts was 2072.57 bp; the median and maximum read lengths were 1988 bp and 8105, respectively. ONT Dc data were shorter, with median and maximum lengths of 1249.97 bp and 6763 bp. The median and maximum read lengths of ONT Pc data were 1332 bp and 7319 bp, respectively (Table 4). Among the identified known genes, 13,967 genes were commonly identified by ONT Pc and PacBio. Moreover, 2,542 and 1283 known genes were specifically identified by ONT Pc and PacBio, respectively (Fig. 4a). Thus, ONT showed a superior performance in known gene identification over PacBio. Furthermore, 1283 specific transcripts in PacBio displayed a median length of 3305 and 39% GC content; while the 2542 specific transcripts in ONT Pc showed a median length of 1565 and 38% GC content (Additional file 1: Table S5). These results indicate the suitability of the ONT-Pc for finding relatively small full length transcripts.

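In the deposited ONT Pc table, 21575 reference genes had a CPM above 0 in at least 1 replicate and 19201 had one in all 3. Each replicate had 20353 ± 74.7 such genes (SD, n = 3), a spread that is small beside the number detected. A gene with no read can still be present at up to the level of 3 reads, which as deposited is 0.369 CPM in CTRL1, 0.193 CPM in CTRL2, and 0.134 CPM in CTRL3. The threshold moved the count most, since 15981 genes had a mean CPM of at least 1 as deposited. After rescaling to own reads, 17131 genes had such a mean. The paper's reported numbers add to 16509 known genes for ONT Pc, which lies between these counts. They stand beside its non-redundant transcripts, and the text does not name the set they were counted from. The PacBio list does not assign its loci to reference genes, so shared and specific genes were not counted here.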

**Table 4:** Read length distribution of PacBio and ONT identified transcripts

Sequencing type	Read length		
	Mean	Median	Maximum
PacBio	2072.57	1988	8105
ONT Dc	1249.97	1135	6763
ONT Pc	1474.28	1332	7319

**Fig. 4:**
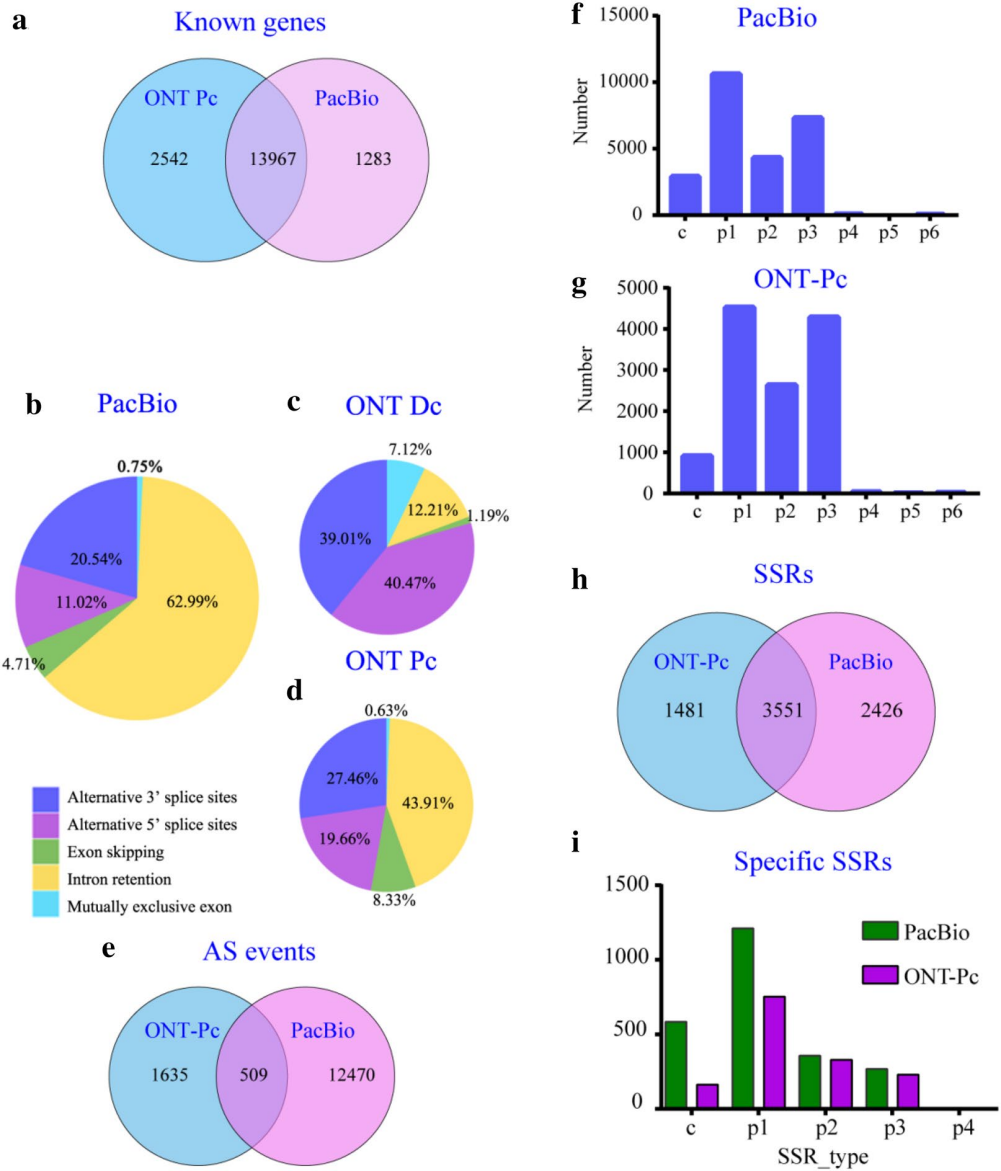
Multiple analyses of genes, AS events and SSRs. **a** Venn chart showing the numbers of known genes identified in PacBio and ONT Pc. **b**–**d** Alternative splicing event distribution of PacBio (**b**) ONT Dc (**c**) and ONT Pc (**d**) data. **e** Venn chart showing the numbers of AS events detected in PacBio and ONT Pc. **f**–**g** Distribution of different SSR type from PacBio (**f**) and ONT Pc (**g**) technologies. **h** Venn chart showing the numbers of SSR screened in PacBio and ONT Pc. **i** Distribution of different SSR type of specific SSR identifying in PacBio (green) and ONT Pc (purple). c, compound SSR, the length beween the different SSR < 100 bp; p1, Mono-nucleotide repeat; p2, Di-nucleotide repeat; p3, Tri-nucleotide repeat; p4, Tetra-nucleotide repeat; p5, Penta-nucleotide repeat; p6, Hexa-nucleotide repeat

### AS events

Within the PacBio unique mapped reads, we detected a total of 12,979 AS events, including 97 mutually exclusive exon events, 8175 intron retention (IR) events, 611 exon-skipping (ES) events, 1430 alternative 5′ sites (Alt. 5′), and 2666 alternative 3′ sites (Alt. 3′). In PacBio data, the most frequent AS events identified were IR events (62.99%), followed by Alt. 3′ (20.54%), Alt. 5′ (11.02%), and ES events (4.71%); few mutually exclusive exon events (0.75%) were discovered (Fig. 4b).

Far fewer AS events were detected in ONT Dc data; CTRL1, CTRL2, and CTRL3 contained 1433, 928, and 4367 AS events, respectively. The fractions of each AS type also differed from the PacBio data. The most identified AS events in ONT data were Alt. 3′ events, followed by Alt. 5′, IR, and mutually exclusive exon events; the fewest were ES events (1.07%) (Fig. 4c). By contrast, in the ONT Pc data, 1897, 2048, and 2034 AS events were identified in CTRL1, CTRL2, and CTRL3, respectively. The fractions of each AS type were similar to those of the PacBio data (Fig. 4d). There were only 509 common AS events in both PacBio and ONT Pc (Fig. 4e), including 170 Alt. 3′ events (33.40%), 62 Alt. 5′ events (12.18%), 44 ES events (8.64%) and 233 IR events (45.78%) (Additional file 1: Table S6). The results showed that ONT Pc has a relative weakness in AS event detection.

### SSR detection

Transcripts  > 500 bp in length were selected for SSR analysis using MISA. A total of 58,885 sequences (122,942,629 bp) were subjected to SSR analysis. As a result, we identified a total of 29,394 SSRs and 20,243 SS-containing sequences from PacBio data (Additional file 1: Table S7). There were 6067 sequences containing more than one SSR, and 4,109 SSRs were present in compound formation. Furthermore, the repeat units of SSR loci are 1 ~ 6 bases, in which Mono-nucleotide repeats (p1) were the most (10623, 42.01%), followed by Tri-nucleotide repeats (p3: 7316, 28.93%) and Di-nucleotide repeats (p2: 25285. 17.10%). The 4 base and more repeat units are relatively less (Fig. 4f).

Within ONT Dc data, 32,854 sequences of  > 500 bp (53,964,961) were used for SSR analysis. A total of 9,234 SSRs and 7543 SSR-containing sequences were identified. Similarly, in the ONT Pc data, 35,305 transcripts (53,588,806 bp) contained 13,415 SSRs and 10,350 SSR-containing sequences (Additional file 1: Table S7), in which Mono-nucleotide repeats  > Tri-nucleotide repeats  > Di-nucleotide repeats, and accounted for 36.45%, 34.54% and 21.23%, respectively. And it is similar to PacBio that the 4 ~ 6 base repeat units were relatively less (Fig. 4g). Furthermore, a total of 3551 SSRs were commonly identified by ONT Pc and PacBio (Fig. 4h). Moreover, 2426 and 1481 SSRs were specifically identified by PacBio and ONT Pc, respectively. Among the specific SSRs, PacBio and ONT Pc exhibited similar ability to identify 2 ~ 4 base repeat units, while PacBio showed superior performance in Mono-nucleotide repeats and compound SSR identification (Fig. 4i).

### CDSs of new transcripts and lncRNA prediction

Using TransDecoder (v3.0.0), 31,137 ORFs were identified in the PacBio data, of which 25,256 were complete ORFs. In addition, 33,419 and 15,968 complete ORFs were predicted in the ONT Dc and ONT Pc data, respectively. Figure 5a shows the length distribution of the CDSs of complete ORFs. In the PacBio data, the CDS lengths of complete ORFs mostly ranged from 100 to 1000 bp (Fig. 5a). However, the length distribution was skewed to the left in the ONT Dc and ONT Pc data. In the ONT Dc data, most CDS lengths of complete ORFs were 0–100 bp, followed by 100–200 bp, and only a few reads were  > 200 bp. Similarly, in the ONT Pc data, the lengths of CDS of complete ORFs ranged from 0 to 800 bp, with most being 0–300 bp (Fig. 5a).

**Fig. 5:**
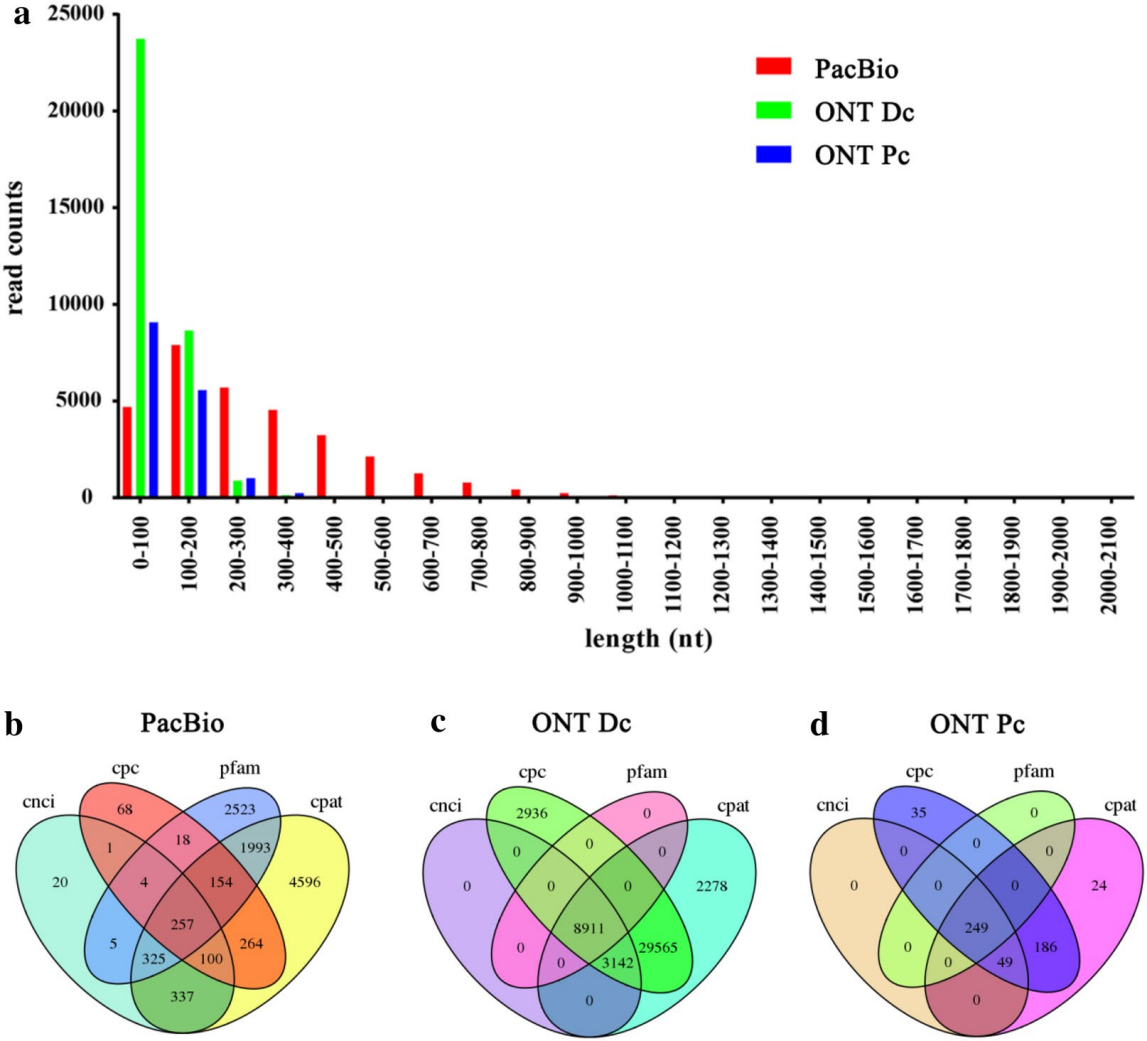
Length distributions of complete ORFs and identification of lncRNAs. **a** length distributions of the CDS lengths of complete ORFs in PacBio, ONT Dc, and ONT Pc results, **b**–**d** venn diagrams showing the numbers of candidate lncRNAs screened using Pfam, CPC, CNCI, and CPAT for PacBio (**b**), ONT Dc (**c**), and ONT Pc (**d**) results

Using CPC, CNCI, Pfam protein structure domain analysis, and CPAT, totals of 257, 8911, and 249 lncRNAs were predicted by all four methods from PacBio, ONT Dc, and ONT Pc data, respectively (Fig. 5b–d). Thirty-five common lncRNAs were identified both in PacBio and ONT Pc data (Additional file 1: Table S8). 

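The copy of Table S8 used here holds 34 of these pairs, whose ONT Pc members lie at 24 loci. Of these loci, 23 have a value in the deposited ONT Pc table, and 21 had more than 3 reads in every replicate. Levels are given as CPM rescaled to each replicate's own reads. The median over the 23 loci was 8.74 CPM in CTRL1, 11.2 CPM in CTRL2, and 9.95 CPM in CTRL3. The highest locus, ONT.4989, had 153 ± 30.7 CPM (SD, n = 3), from 981, 1163, and 1242 reads. ONT.14600 had 126 ± 25.7 CPM (SD, n = 3). ONT.4989 was higher in 3 of 3 replicates, by 27.5 ± 5.25 CPM (SD, n = 3; exact two-sided sign-flip permutation test, p = 0.25, the smallest that 3 replicates allow). The lowest, ONT.4719, had 0.352 ± 0.198 CPM (SD, n = 3) from 3, 4, and 1 reads, which is near the limit of detection.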

We randomly selected 16 unique lncRNAs (8 lncRNAs from PacBio data and 8 lncRNAs from ONT Pc data) for validation by PCR amplification and Sanger sequencing. Of the 8 lncRNAs from PacBio data, 2 were completely identical to the RNA-Seq sequences, and 2 had fewer than three mismatched nucleotides (Fig. 6a, b). In addition, of the eight selected lncRNAs from ONT Pc data, 5 lncRNAs were verified, all of which had fewer than three mismatched nucleotides (Fig. 6a, c).

**Fig. 6:**
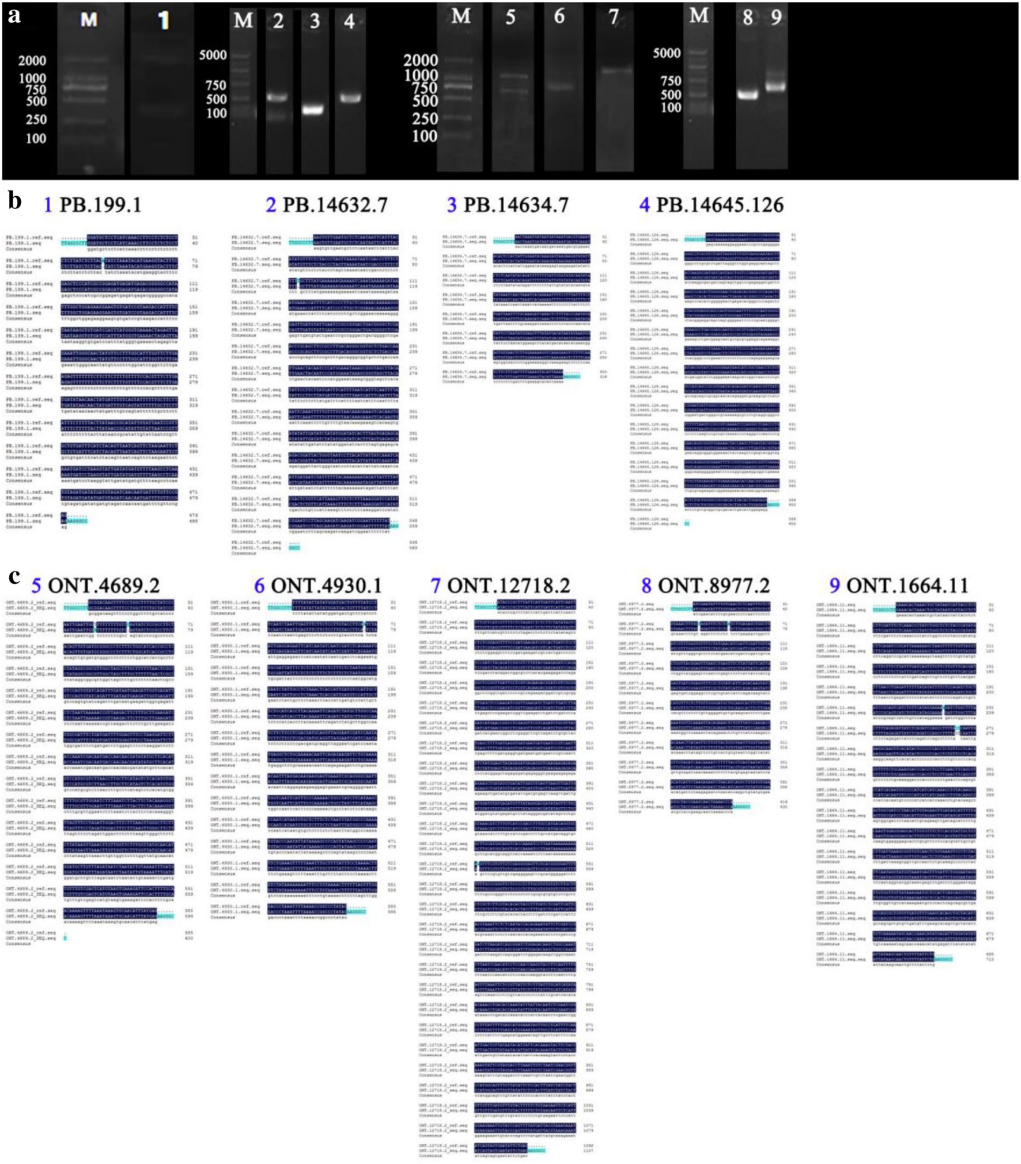
Sequence validation of predicted lncRNAs. **a** PCR products of randomly selected lncRNAs, **b** alignment between Sanger sequencing results and PacBio sequencing results for identified lncRNAs. **c** Alignment between Sanger sequencing results and ONT Pc sequencing results for identified lncRNAs

### Isoform abundance estimation by ONT and Illumina data

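The deposited ONT Pc values of CTRL1 add to 1000000 CPM, whereas those of CTRL2 add to 476263 and those of CTRL3 to 305905. The value of 1 read gives the number by which each replicate was divided, and this divisor was 8122432 for CTRL1, 15508616 for CTRL2, and 22343645 for CTRL3. These equal the reads of CTRL1, of CTRL1 and CTRL2 together, and of all 3 replicates. As deposited, the median log2 ratio of CTRL2 to CTRL1 was -1.01 and that of CTRL3 to CTRL1 was -1.60, over the 14405 features with at least 20 reads in every replicate. After rescaling each replicate to its own reads, these medians were 0.06 and 0.11.

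**Figure D1:**
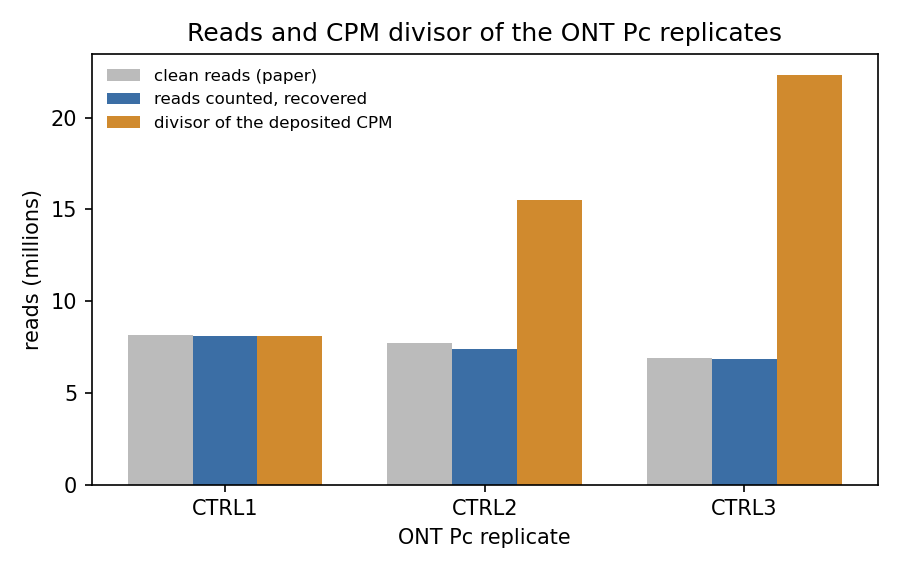
Clean reads given by the paper, reads recovered from the deposited table, and the divisor of the deposited CPM, as numbers of reads, for each ONT Pc replicate. The divisor equals the recovered reads only in CTRL1 and rises to 22343645 in CTRL3.

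Pearson's r between replicates was 0.981 ± 0.00360 (SD over the 3 pairs) on the deposited values of all features. The largest shift came from restricting to a mean CPM of at least 1, with 0.975. RBCS1A (AT1G67090), which encodes a small subunit of Rubisco, had the highest mean CPM. It lies on chromosome 1 of TAIR10.1 from 25048158 to 25049667 and took 3.20% of the reads of CTRL1, 2.50% of CTRL2, and 2.45% of CTRL3. LHB1B2 (AT2G34420) had 20031 ± 2717 CPM and PSBR (AT1G79040) 17944 ± 356 CPM (SD, n = 3, both rescaled to own reads). LHB1B2 was higher in 2 of 3 replicates, so their order differed between replicates. The mean difference was 2087 ± 2590 CPM (SD, n = 3). An exact two-sided sign-flip permutation test gave p = 0.5, but it cannot separate 2 genes, since 3 replicates allow no p below 0.25. Close relatives of RBCS1A and LHB1B2 could share reads with them in the authors' counting.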

We evaluated the performances of ONT and Illumina data on transcript quantification. Fragments per kilobase of transcript per million fragments mapped (FPKM), and counts per million (CPM) values were used to quantify transcript expression levels of Illumina (Additional file 1: Table S9), ONT Dc (Additional file 1: Table S10) and ONT Pc (Additional file 1: Table S11) data, respectively. We further calculated the correlation between Illumina and ONT Dc data of each repeat. The results showed that the expression correlation values between Illumina and ONT Dc data of CTRL1, CTRL2, and CTRL3 were 0.747, 0.719, and 0.711, respectively (Fig. 7a–c). 

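The ONT Pc values were compared with the paper's Illumina FPKM in Table S9, of which the copy used here holds 1998 of 27821 genes. Row order in this copy was unrelated to expression (Spearman's rho -0.0323 with mean FPKM), and 1606 of its genes are also listed for ONT Pc. Across these genes, Pearson's r between log2(FPKM + 1) and log2(CPM + 1) was 0.947 in CTRL1, 0.947 in CTRL2, and 0.940 in CTRL3. The mean on these deposited values was 0.945 ± 0.00411 (SD, n = 3). It moved most, to 0.910, when genes were required to have at least 1 FPKM and 1 CPM. With CPM rescaled to own reads, r was 0.947 in CTRL1, 0.951 in CTRL2, and 0.951 in CTRL3. The rescaled mean was 0.950 ± 0.00244 (SD, n = 3), so the lower value of CTRL3 was seen only as deposited. Of the 1024 genes with at least 1 FPKM and 1 CPM in every replicate, 397 lay above and 395 below the median log2 ratio of CPM to FPKM in all 3 replicates. CYP706A2 (AT4G22710, chromosome 4, 11934969 to 11936823) lay furthest below the median, with a log2 difference of -4.12 ± 1.07 (SD, n = 3) and only 20, 55, and 88 ONT Pc reads. AT5G47020 was at -3.03 ± 0.36 and AT1G67870 at -2.96 ± 0.59 (SD, n = 3). AT5G47020 had only 16, 23, and 25 ONT Pc reads, and with a pseudocount of 1 it was at -2.42 and AT1G67870 at -2.99, so their order depends on the pseudocount. AT5G50460 (chromosome 5, 20551132 to 20552670) lay 2.43 ± 0.35 above the median, and AT4G29530, with 53, 68, and 66 ONT Pc reads, lay 2.09 ± 0.50 above it (SD, n = 3) and 1.53 above it with a pseudocount of 1. SIB1 (AT3G56710) was furthest above at 3.44 ± 2.68 (SD, n = 3). Its position rests on CTRL1, where the paper's FPKM was 1.31 against 45.2 in CTRL2 and 41.8 in CTRL3, and without CTRL1 the log2 difference was 1.90. From the correlation between Illumina and ONT values, the paper proposes that ONT can quantify transcript expression levels.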

The expression correlation values between Illumina and ONT Pc were higher, at 0.932, 0.928, and 0.923 for CTRL1, CTRL2, and CTRL3, respectively (Fig. 7d–f).

**Fig. 7:**
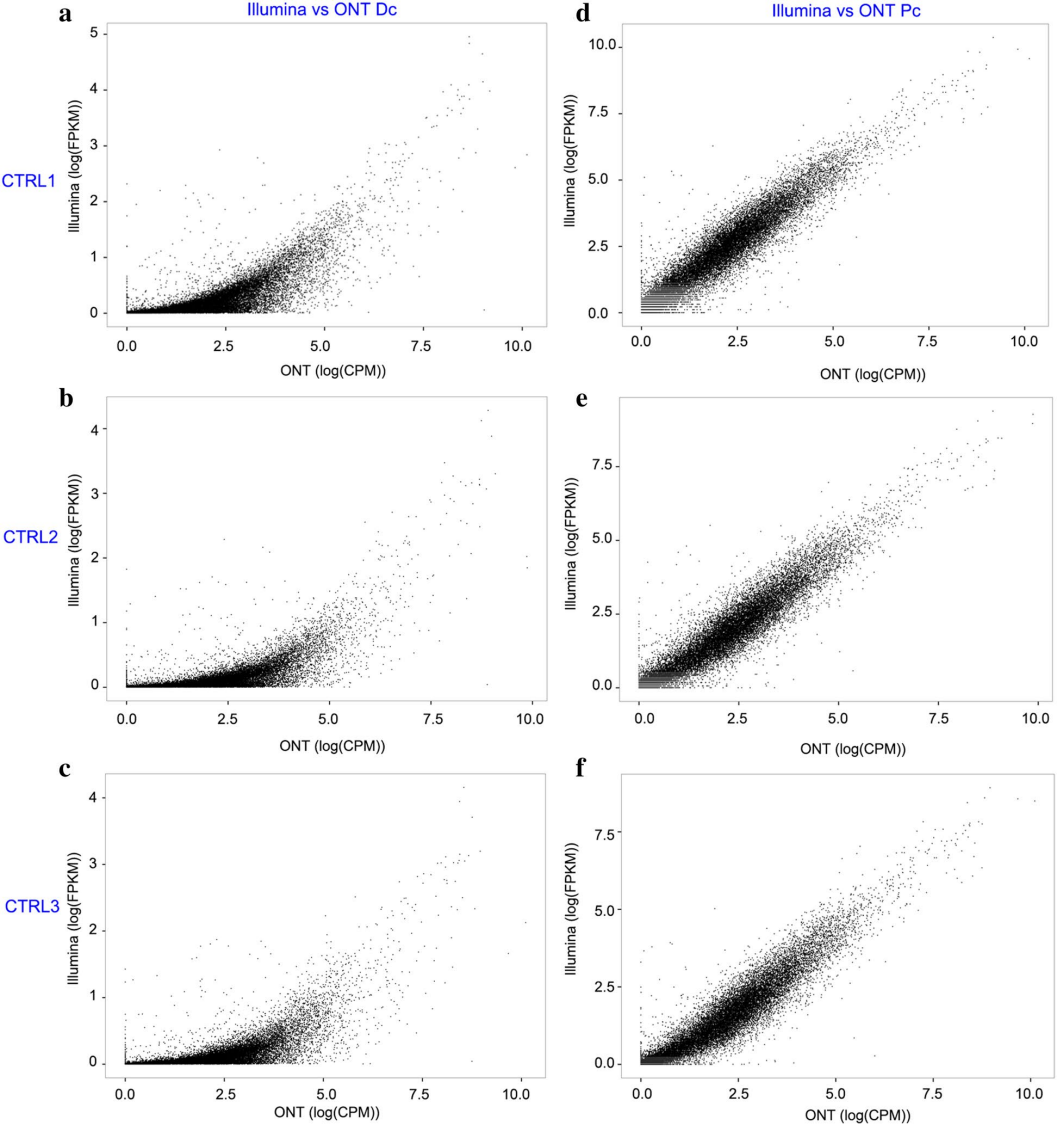
Transcript expression correlations between Illumina and ONT results. **a–c** expression correlations between Illumina and ONT Dc results in CTRL1, CTRL2, and CTRL3. **d–f** expression correlations between Illumina and ONT Pc results in CTRL1, CTRL2, and CTRL3

## Discussion

Next-generation sequencing is still the primary technology used for transcriptome studies. However, short-read RNA-Seq methods are limited in their ability to identify complex transcript isoforms because they cannot sequence full-length transcripts. Furthermore, transcripts are fragmented, which results in short individual reads that fail to span the entirety of the transcripts. To overcome the limitations of short-read RNA-Seq, TGS, including single-molecule long-read PacBio Iso-Seq and ONT, was developed. To date, many studies have successfully used PacBio Iso-Seq to sequence full-length cDNA samples derived from both animals and plants [7, 13]. In recent years, ONT has also been used to analyse full-length cDNA samples from mouse individual B cells [14] and human embryonic stem cells [15]. In practice, PacBio and ONT sequencing have their own merits and demerits. Briefly, PacBio sequencers produce low numbers of reads with high accuracy, while ONT sequencers produce higher numbers of reads with lower accuracy. Furthermore, PacBio Iso-Seq is commercially expensive, and ONT sequencing is more cost-effective. Thus, in the present study, we performed a detailed evaluation of reads from PacBio and Nanopore direct cDNA and PCR cDNA sequencing in plants (*Arabidopsis*) based on the characteristics of raw data and identification of transcripts. In addition, matched Illumina data were generated for comparison of transcript expression between ONT and Illumina. We aimed to select a method to obtain long stretches of sequences at bargain basement prices.

Overall, we observed that PacBio and ONT can similarly generate long read lengths with relatively high error rates. However, they have some differences in their raw data. Because the quality of ONT Dc sequencing was far below that of ONT Pc sequencing, we focused on the comparison between the results of PacBio and ONT Pc sequencing. First, among the randomly selected raw data, the maximum read length of PacBio results was 89,075 bp, whereas that of ONT Dc data was 61,315 bp. Unexpectedly, the maximum read length of ONT Pc data was notably shorter than those of PacBio and ONT Dc, at only 8236 bp. Second, previous studies have shown that PacBio can generate higher quality raw data with a lower error rate and higher mappability compared to ONT raw data [15]. In our study, the mappability of ONT Pc data was 97.0%, whereas that of PacBio raw data was 94.5%. In addition, the error rate of PacBio was 13.217%, and the ONT error rate was slightly lower at 12.669%. Thus, our results indicated that ONT Pc data were of a higher quality, suggesting that ONT may be a promising tool for transcriptome-wide studies.

TGS methods have been applied in sequencing of animals and humans and have proven superior to short-read sequencing methods due to the advantage of obtaining full-length transcripts [16]. Thus, they can be used to identify complex AS events, which can greatly increase transcriptome diversity. AS events include five different types: mutually exclusive exons, IR, ES, Alt. 5′, and Alt. 3′. Many studies have used long reads from PacBio and ONT to detect AS events. For example, Iso-Seq identified 10,053 and 21,154 AS events in *Sorghum bicolor* [4] and *Phyllostachys edulis* [5], respectively. In our study, PacBio identified 12,979 AS events, whereas ONT Pc only identified ~ 2000 AS events from each sample. The number of AS events identified was much higher in the PacBio data, indicating that PacBio sequencing results may serve as a more valuable resource for the study of transcriptome complexity and gene regulation.

LncRNAs are defined as RNAs that are > 200 nt in length and have no coding potential [17]. Most lncRNAs are polyadenylated in plants, so Illumina RNA-Seq can both detect lncRNAs and quantify their expression. However, recently, several studies have reported that lncRNAs undergo complex post-transcriptional regulation [18], and full-length sequencing showed great advantages in identifying gene models of lncRNAs. Iso-Seq in poplar and *Trifolium pratense* L. revealed 1187 and 4333 lncRNAs, respectively [19, 20], suggesting that Iso-Seq is a suitable method for identification of lncRNAs. Here, we identified 257 and 249 lncRNAs based on PacBio and ONT Pc data. Furthermore, PCR and Sanger sequencing validated four of eight and five of eight lncRNAs from the PacBio and ONT Pc data, respectively. These results suggest that both ONT Pc and PacBio methods are suitable for identification of lncRNAs.

Compared to PacBio sequencing, one of the greatest advantages of ONT is that it can estimate transcript expression levels [21]. In the present study, we analysed the correlation between Illumina and ONT Dc data of each replicate sample and found correlations > 0.8 for all groups. The high correlation suggests that ONT can well quantify transcript expression levels.

## Conclusions

In conclusion, our results showed that ONT Pc performed well in transcript identification, SSR analysis, and lncRNA prediction. ONT Pc generated better quality data in terms of error rate and mappability, and PacBio generated longer sequence reads. 

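The correlation with the paper's Illumina values was also computed by annotated transcript length, a division chosen after the data were seen. For genes with transcripts up to 1000 bp, mean r was 0.962 ± 6.78e-05 (SD, n = 3) over 258 genes. It was 0.953 ± 0.00284 over 813 genes from 1000 to 2000 bp, and 0.946 ± 0.00955 over 340 genes from 2000 to 3000 bp. For 187 genes over 3000 bp, it was 0.891 ± 0.0165 (SD, n = 3). The gap between the shortest and the longest class was 0.0714 ± 0.0166 (SD, n = 3), and after rescaling to own reads it was 0.0588 ± 0.00757 (SD, n = 3). The classes differ in the range of expression, with an SD of log2(FPKM + 1) of 2.32 for the shortest and 1.43 for the longest. The median log2 ratio of rescaled CPM to FPKM, over genes with at least 1 of each, fell from 0.92 ± 0.03 in the shortest class to -0.13 ± 0.08 in the longest (SD, n = 3). In every replicate this ratio decreased with length, with Spearman's rho of -0.353, -0.431, and -0.397 across 1023 genes.

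**Figure D2:**
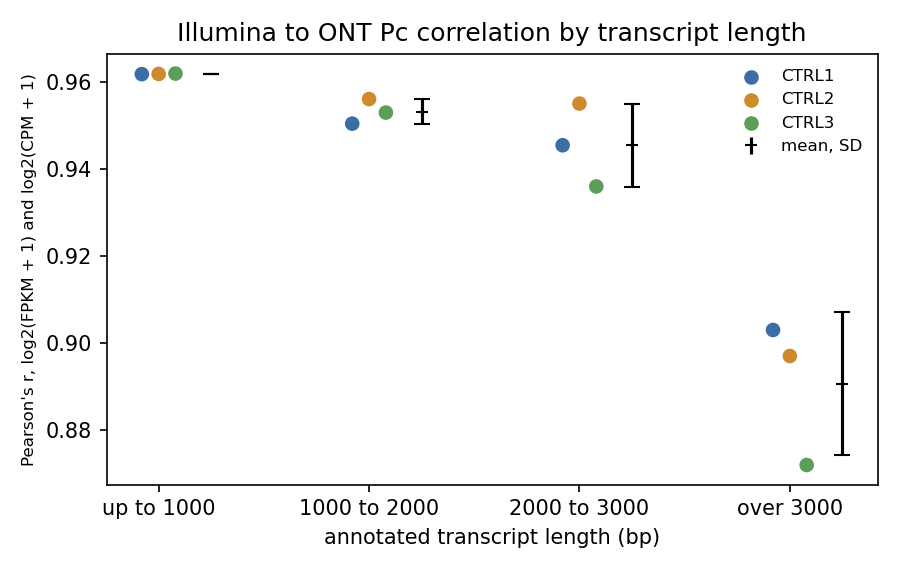
Pearson's r across genes between the paper's Illumina values and ONT Pc values, on log2 scales with a pseudocount of 1, by annotated transcript length in bp. Points are replicates and bars are the mean and SD. Mean r was 0.962 in the shortest class and 0.891 in the longest, and the vertical axis does not start at 0.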

Although PacBio is superior in identifying AS events, ONT Pc can quantify transcripts of different lengths. In addition, ONT is less expensive than PacBio. Taken together, these results indicate that ONT Pc is more cost-effective for generating extremely long reads and can characterise the transcriptome as well as quantify transcript expression. Therefore, it is a good choice for full-length single-molecule transcriptome analysis in plants.

## Methods

Seeds of *A. thaliana* [wild-type Columbia (Col-0)] were exposed to stratification for 2 d at 4 °C, then sown in square surface-sterilised plastic pots (7 cm × 7 cm × 8 cm) containing sterile medium [1:1 (v/v) mixture of vermiculite and peat]. Pots were arranged in a plastic pallet and placed in a growth chamber (23 °C during the day and 18 °C at night, with a 16-h photoperiod and 500 μmol m^−2^ s^−1^ of photosynthetically active radiation); the plants were watered to saturation with, alternately, distilled water or 1/2 Murashige–Skoog solution [22]. The aboveground parts were collected at a growth stage of 3.90 (rosette growth complete). Each replication contained 15–20 plants.

Total RNA was extracted using the RNAprep Pure Plant Kit (Tiangen, Beijing, China). The RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) was used to assess RNA integrity, and the Qubit RNA Assay Kit and Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) were used to quantify the extracted RNA.

### Library preparation and sequencing

For Illumina sequencing, cDNA libraries (with three biological replicates) were constructed using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, Beverly, MA, USA) following the manufacturer’s protocol. The libraries were sequenced on an Illumina NovaSeq platform, and paired-end reads were generated.

For PacBio sequencing, cDNA from the same RNA samples used for Illumina sequencing was synthesised using the SMARTer PCR cDNA Synthesis Kit. After PCR amplification, products were sequenced on the PacBio Sequel platform.

For ONT sequencing, cDNA-PCR libraries were built using the Ligation Sequencing Kit (SQK-LSK109) and sequenced on the Nanopore PromethION platform. Direct-cDNA libraries were built using the Direct cDNA Sequencing Kit (SQK-DCS108) and sequenced on the Nanopore GridION X5 platform.

### Comprehensive quality assessment for long-read sequencing

The AlignQC software (https://github.com/jason-weirather/AlignQC/wiki) was used to perform the comprehensive quality assessment for long-read sequencing. First, all data were uploaded into the software, and the memory was adjusted to 500 GB, however, the memory was insufficient. Therefore, we randomly selected 10 Mb raw reads from the PacBio results and 100,000 1D reads from each ONT sample for subsequent analyses. AlignQC accepted standard BAM format files as inputs and output XHTML format files for easy visualisation, providing links to access all analysis results.

### Transcript identification of PacBio long reads

The SMRT-Analysis software package v3.0 (https://github.com/ben-lerch/IsoSeq-3.0/blob/master/README.md) was used for Iso-Seq data analysis. First, reads of insert (ROIs) were generated using full passes ≥ 0.8. Then, with the examination of poly(A) signals and 5′ and 3′ adaptors, full-length and non-full-length cDNA reads were recognised. Consensus isoforms were identified by iterative clustering for error correction (ICE) algorithm and further polished to obtain high-quality consensus isoforms. Then the high-quality isoforms were mapped to the reference genome of *Arabidopsis*. Redundancy was removed from the mapped results using cDNA_Cupcake (https://github.com/Magdoll/cDNA_Cupcake/wiki). The reads with identity < 0.9 or coverage < 0.85 were filtered out, and reads in which only the 5′-end exons differed were combined. As a result, non-redundant transcripts were obtained.

### Transcript identification of ONT long reads

Nanopore sequencing raw data were base-called using the Guppy software in MinKNOW2.2. Then, short reads, low-quality reads, and reads with adaptors were filtered out to obtain the clean data. According to the principle of cDNA sequencing, a primer sequence identified at both ends of a read was indicative of a full-length sequence. Then, using minmap2 to map the read itself, overlap information between reads was obtained. Finally, consistent sequences were obtained using the Racon software. The high-quality isoforms were mapped to the reference genome of *Arabidopsis* using the Genomic Mapping and Alignment Program (GMAP). Redundancy was removed from the mapped results by same method used in the PacBio data analysis.

### SSR detection

Transcripts larger than 500 bp were selected for SSR analysis using the MIcroSAtellite identification tool (MISA). MISA can identify seven SSR types, including mono-nucleotide, di-nucleotide, tri-nucleotide, tetra-nucleotide, penta-nucleotide, hexa-nucleotide, and compound SSRs.

### Coding sequence prediction of new genes

The coding sequences and corresponding amino acid sequences within the transcript sequences were predicted by TransDecoder. TransDecoder can identify candidate protein-coding regions based on nucleotide composition, open reading frame (ORF) length, log-likelihood score, and optional protein family database (Pfam) domain content.

### lncRNA prediction

The transcripts with coding potential were filtered by the Coding Potential Calculator (CPC) [23], Coding–Non-Coding Index (CNCI) [24], Coding Potential Assessment Tool (CPAT) [25], and Pfam [26]. Finally, the remaining non-coding transcripts were selected as lncRNAs.

### Cloning and Sanger sequencing of lncRNAs

Total RNA was isolated from *Arabidopsis* as described above. cDNA was synthesised from 2 μg of purified total RNA using the PrimeScript 1st Strand cDNA Synthesis Kit (TaKaRa, Dalian, China) according to the manufacturer’s protocol. Sixteen pairs of primers were designed (Additional file 1: Table S12). PCR amplifications were carried out as follows: 94 °C for 5 min, followed by 35 cycles at 94 °C for 35 s, 55 °C or 58 °C for 15 s, and 72 °C for 50 s. Amplification products were separated on a 2% agarose gel. Gel-purified PCR fragments were cloned into the T5-simple Vector system (TransGen, Beijing, China) and sequenced.

### Quantification of gene expression levels

For Illumina sequencing, HISAT2 and StringTie were used for reads alignment and gene/transcript identification, respectively. And gene expression levels were estimated by fragments per kilobase of transcript per million fragments mapped (FPKM) using StringTie [27]. For ONT sequencing, Salmon was used for transcript counts estimation, and gene expression levels were estimated by counts per million (CPM) [28]. The formula is shown as follow: CPM = (reads mapped to transcript/total reads aligned in sample) × 1,000,000. The correlation between Illumina and ONT data was calculated using Pearson Correlation Coefficient.

## Supplementary information

**Additional file 1: Table S1**. Summary of clean data produced by Illumina sequencing of three repetitions. **Table S2**. Illumina reads mapped to the reference genome. **Table S3**. PacBio sequencing results. **Table S4**. Nanopore sequencing results. **Table S5**. Characteristics of PacBio and ONT Pc identified specific known genes. **Table S6**. Common AS events between PacBio and ONT Pc data. **Table S7**. SSR identification of PacBio and ONT data. **Table S8**. Common lncRNAs between PacBio and ONT Pc data. **Table S9**. Transcript expression levels of Illumina data. **Table S10**. Transcript expression levels of ONT Dc data. **Table S11**. Transcript expression levels of ONT Pc data. **Table S12**. Primer sequences for PCR validation.

## Data Availability

All raw sequence data have been deposited in the NCBI GSE 141641 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141641).

How the deposited data were processed for this re-analysis (not part of the article)

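Aboveground parts of wild-type *Arabidopsis* were sequenced as 1 PacBio library and 3 ONT Pc replicates, CTRL1, CTRL2, and CTRL3, named by number in the sample labels and in the paper. For ONT Pc, the authors base-called and filtered the reads, built consensus sequences, mapped them with GMAP, counted transcripts with Salmon, and deposited CPM per gene. For PacBio, the authors clustered and polished isoforms, removed redundancy, and deposited a list of Pfam families with their reference transcripts and PacBio isoforms, which holds no measurement. Versions of Guppy's models, the annotation, and the genome build are not named in the text. The number of per-sample columns not used was 0.

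Each ONT Pc column was divided by its step, the value of 1 read, fitted to all values, and 100% of the values came out whole. CTRL1 had 8122432 reads, CTRL2 7386184, and CTRL3 6835029. The main values are CPM as deposited. Where stated, CPM were rescaled to a replicate's own reads, a choice made after the columns were found to add to different totals. Comparisons between replicates used log2 of rescaled CPM with a pseudocount of 0.5.

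Correlations are Pearson's r across genes on log2 with a pseudocount of 1, with no p-value. For Illumina, the paper's FPKM in Table S9 were used, and for ONT Dc its Table S10, each held in part, so no overlap or enrichment was tested on them. The paper's replicate numbers matched these tables to the ONT Pc replicates, and same-numbered Illumina and ONT Pc replicates deviated together across genes. Gene lengths, GC content, and positions came from RefSeq TAIR10.1. Gene lists were compared with 10000 random lists matched on reads in 20 bins of level, over genes with at least 10 reads in all. Lists of evening and morning clock genes were written after values were seen, and second evening, second morning, flavonoid, and phosphate starvation lists before the values of their genes were seen. The trend with length and GC content was removed by medians of 30 bins each.

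The genes named at a claim were the 3 with the highest mean ONT Pc CPM and, among genes with at least 1 FPKM and 1 CPM in every replicate and the same direction in each, the 3 furthest above and the 3 furthest below the median log2 ratio of CPM to FPKM, ties by identifier. The rules for PacBio genes could not be applied, because the PacBio loci are not paired with genes. No groups with replicates could be compared, so no test of differential expression was run. Differences between 2 named genes or loci in the same libraries were tested with an exact two-sided sign-flip permutation test over the 3 replicates, and edgeR was used only for the dispersion between ONT Pc replicates. The common AS events of Table S6 were counted by type, and their 707 genes were looked up in the ONT Pc table. Known genes of PacBio, their overlap with ONT Pc, the lengths of PacBio transcripts, and AS events in the reads were not analysed here.

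The procedures were tested on simulated data. Simulated reads divided by running totals were recovered for 100% of 23281 features, 5.05% of lists of unchanged genes fell outside the central 95%, and a simulated coefficient of variation of 30% was estimated at 29.7% over 15996 features. The unchanged genes were simulated independently of each other, listed at random, and compared in CTRL3 against the mean of CTRL1 and CTRL2. The 5.05% therefore does not hold for lists of genes that vary together. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3, and edgeR 4.0.16 were used. Reads are PCR copies without molecular identifiers, so counting limits such as 3 reads for an undetected gene cover counting error only.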

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

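The tests of the evening and morning clock genes against scaling and against the Nanopore library, and the choice of these first gene lists, came after the result was seen. The length and GC test, the second gene lists, and the test of the loci outside the reference genes were written before their values were seen.

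In the ONT Pc table, 495 loci outside the reference genes had more than 3 reads in every replicate. The paper's text does not discuss their levels, and Table S11 was not used here. The loci were selected with this minimum, which is the limit that a count of 0 allows, so their number says nothing more about the strength of the signal. Together the numbered loci held 0.483% ± 0.0599 (SD, n = 3) of the reads. The highest, ONT.4802, had 190 ± 61.4 CPM rescaled to own reads (SD, n = 3), and ONT.4736 had 156 ± 20.7 CPM (SD, n = 3). These 2 loci were named after their values were seen. Reads assigned to loci at random would give levels that do not repeat between replicates. Over the 784 loci with reads, the mean correlation between replicates was 0.950 ± 0.00593 (SD over the 3 pairs), against 0.961 for reference genes matched on reads, which argues against random assignment. Systematic mismapping, such as reads of a repeated sequence, would repeat as well and stays open. The design gives no condition to compare, so no biological explanation was tested.

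Genes of the circadian clock differed between the ONT Pc replicates. Each gene's log2 level was taken relative to the mean of the 3 replicates. The median of 10 evening-expressed clock genes minus that of 6 morning-expressed clock genes was -0.93 in CTRL1, -1.06 in CTRL2, and 2.17 in CTRL3. The central 95% of 10000 random list pairs matched on reads lay between -0.24 and 0.23 for CTRL3. Random lists draw genes one by one, so this range can be too narrow for clock genes that vary together. In CTRL3, 10 of 10 evening genes were higher and 6 of 6 morning genes were lower. ELF4 had 13, 16, and 284 reads in CTRL1, CTRL2, and CTRL3, FKF1 had 5, 7, and 82, and GRP7 had 813, 1016, and 5657. All of these genes were chosen after their values were seen. A difference in library size or scaling would move both lists the same way, and the gap of 2.17 with the lists moving apart argues against it. Removing the trend with transcript length and GC content left a gap of 2.18, which argues against such a bias as the whole cause. Noise or bias of the Nanopore library stays open for these genes, because 0 of them are in the copy of the Illumina table. Across the 1111 genes that could be compared, the deviation of CTRL3 correlated between platforms at 0.653.

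A candidate explanation is that CTRL3 was harvested at a later time of day, and the paper's text does not name harvest times. In a second pair of lists, the evening genes minus the morning genes gave 0.29 in CTRL3, above 99.96% of matched random list pairs, -0.23 in CTRL1, and -0.11 in CTRL2. The gap was 0.41 against CTRL1 alone and 0.58 against CTRL2 alone. Of the second lists, 10 of 12 morning genes were lower in CTRL3, while 5 of the 10 evening genes were higher and the median of the evening list was 0.05. Between CTRL2 and CTRL1, the second gap was also 0.34, while the first was 0.05. The largest rises in CTRL3 were in both lists. COR27 of the second evening list had 2, 4, and 219 reads in CTRL1, CTRL2, and CTRL3, AT4G33980 of the same list had 1, 2, and 118, and RVE2 of the second morning list had 1, 5, and 119. These 3 genes were named after their values were seen. The second lists therefore do not decide between a later harvest and other differences between these plants, and the cases cannot be told apart with 1 library per replicate.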

How the results depend on the processing

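No paired analysis was possible because no result comes from a test between groups. PacBio has 1 library, and the paper's Illumina and ONT Dc values were matched to ONT Pc by replicate number only in correlations and ratios over genes. The alternatives were chosen before the data were examined, except CPM rescaled to own reads and all those of the transcript length, gene list, cross-platform, single-gene, biological coefficient of variation, and Pfam family results, which were chosen after seeing the data. For correlations, a change is called larger than the spread when it exceeds 1 SD over replicates or pairs.

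The mean correlation between ONT Pc replicates, 0.981, became 0.977 with a pseudocount of 0.1, 0.987 on linear CPM, and 0.975 for features with a mean CPM of at least 1. Spearman's coefficient stayed within the spread of the deposited values, 0.00360. Rescaled CPM, with 0.984, stayed within it as well, but this shift was larger than the spread of the rescaled values, 0.00211. Over the 3 cases that each left out one replicate, the deposited correlation ranged from 0.977 to 0.985. The cause of these shifts was not tested.

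The mean correlation with the paper's Illumina values, 0.945, became 0.950 with a pseudocount of 0.1, 0.924 on linear values, 0.934 for genes above 0 in both, 0.910 for genes with at least 1 FPKM and 1 CPM, 0.955 with missing genes set to 0, and 0.950 with CPM rescaled to own reads. The cause was not tested. Spearman's coefficient stayed within the spread, and leaving out one replicate in turn gave 0.943 to 0.947.

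The number of ONT Pc genes detected, 21575, stayed within a factor of 1.5 under every alternative run, from 15981 genes with a mean CPM of at least 1 to 21575 with CPM recomputed from recovered reads. Leaving out one replicate in turn gave 21123 to 21171. With CPM rescaled to own reads, 17131 genes had a mean of at least 1. PacBio loci fell from 7368 to 4503 when at least 2 transcripts were required, because 2865 loci list a single isoform.

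The gap in correlation between genes up to 1000 bp and genes over 3000 bp, 0.0714, was 0.0700 with Spearman's coefficient and 0.0734 for genes above 0 in both. Both lie within the spread of the deposited values, 0.0166. With rescaled CPM the gap was 0.0588, a shift within that spread but larger than the spread of the rescaled values, 0.00757. With one replicate left out, the deposited gap was 0.0620 to 0.0776.

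The gap of the first clock lists in CTRL3 was 1.93 with at least 100 reads, where fewer genes remain. Leaving out CTRL1 or CTRL2 compares CTRL3 with 1 replicate in place of the mean of all 3, so the values are not on the same scale. CTRL2 and CTRL1 also differ from each other, by 0.65 for flavonoid genes, 0.45 for phosphate starvation genes, 0.34 for the second clock lists, and 0.05 for the first. Leaving out one of them gave 3.13 to 3.19 for the first clock lists, 0.41 to 0.58 for the second, -1.97 to -1.10 for flavonoid genes, and -1.41 to -0.86 for phosphate starvation genes. The partial rank correlation of PacBio isoforms with length became 0.650 for families with at least 10 genes and 0.464 with exon number also held. Of 34 other alternatives, for single genes and the spread between replicates, 5 changed by more than the spread. With a pseudocount of 1, the log2 ratio of AT5G47020 went from -3.03 to -2.42 and that of AT4G29530 from 2.09 to 1.53. With CPM rescaled to own reads, the mean levels of LHB1B2 and PSBR rose, and without CTRL1 the biological coefficient of variation was 18.9%.

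Not run were loci by reference gene identifier, known genes of PacBio, shared and specific genes and their length, PacBio transcript length, PacBio transcripts per gene against expression, and the share of genes of common AS events with several PacBio transcripts, because the PacBio list used here gives neither lengths nor reference genes of its loci. The depth limits single genes. A gene at the level of 3 reads lies near 0.369 to 0.439 CPM rescaled to own reads.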

Differences from the paper's values

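The correlation between Illumina and ONT Pc was 0.947 for CTRL1 against the paper's 0.932, 0.947 for CTRL2 against the paper's 0.928, and 0.940 for CTRL3 against the paper's 0.923. The values here cover 1606 genes, since the copy of Table S9 used here holds 1998 genes of the paper's 27821. They use CPM as deposited. With CPM rescaled to own reads they were 0.947 in CTRL1, 0.951 in CTRL2, and 0.951 in CTRL3. Among the alternatives set before the data were examined, linear FPKM and CPM, with 0.921, 0.939, and 0.911, brought the 3 values within the spread between replicates of the paper's, with a larger SD of that setting, 0.0140, than the SD of 0.00411 on the log2 scale. Genes above 0 in both, with 0.936, 0.936, and 0.930, lay closer to the paper's 3 values than linear values did, though further away than the SD of that setting, 0.00363. A pseudocount of 0.1, at least 1 FPKM and 1 CPM, Spearman's coefficient, and missing genes set to 0 did not bring all 3 within it.

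The copy of Table S6 lists 965 common AS events against the paper's 509. It holds 401 intron retention events against the paper's 233, 285 alternative 3′ splice sites against the paper's 170, 206 alternative 5′ splice sites against the paper's 62, and 69 exon skipping events against the paper's 44. No alternative was set for this count.

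The PacBio list holds 24665 isoforms against the paper's 38011 non-redundant transcripts, and 7368 loci against the paper's 13376 gene loci. It contains isoforms with a Pfam family only, so the 2 counts are not of the same set. Requiring at least 2 transcripts per locus can only lower these counts, so that alternative could not close either gap. The copy of Table S10 used here holds 1998 genes of the paper's 23257.

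In Fig. 7f, the axis labelled ONT reaches about 10, read by eye, while the highest ln(CPM + 1) of CTRL3 in the deposited table is 8.92. The axis labelled Illumina reaches about 8.9, read by eye, while the highest ln(FPKM + 1) of CTRL3 in the copy of Table S9 is 9.67. With CPM rescaled to own reads, an alternative chosen after seeing the values, the highest ln(CPM + 1) of CTRL3 is 10.1. With the axes exchanged, a comparison also chosen after seeing the values, 8.92 for ONT Pc stands beside about 8.9 in Fig. 7f and 9.67 for Illumina beside about 10 in Fig. 7f, both read by eye.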

Other observations

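The tests of the CPM divisors, of Table S10, and of the replicate numbers were chosen only after the results were seen.

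The deposited CPM of CTRL2 and CTRL3 add to less than 1000000. If the divisor were the running total of reads over the replicates, the divisor would equal that total to within 1 read, and the largest difference found was 0.0005 reads. Genes removed after scaling would leave a divisor at or below the clean reads of the same replicate. The divisor of CTRL3 was 3.23 times its clean reads, which argues against that explanation. As deposited, 72.3% of the reference genes fell from CTRL1 to CTRL2 and again to CTRL3, and 8.78% did so after rescaling. Within a replicate the scaling is one factor, so it changes no ranking of genes there. No biological explanation was tested.

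The ONT Dc values of Table S10, of which 1998 of the paper's 23257 genes were used here, lie far below the ONT Pc values. Over 1912 genes in both, the ONT Pc sum was 101 times the ONT Dc sum in CTRL1, 105 times in CTRL2, and 66.6 times in CTRL3. CTRL1 has no earlier replicate, so divisors that run on over the replicates would leave it at the level of ONT Pc, and the ratio of 101 argues against them as the cause of the low level. The steps of these values are those of whole reads for 99.7% of the values of CTRL1. The increase of the divisor from one replicate to the next, per read in the table, varied by a factor of 1.04, whereas the divisor itself varied by a factor of 2.20. This is in line with divisors that run on over the replicates as the cause of the smaller steps in CTRL2 and CTRL3. If the genes used here held the same share of reads as in ONT Pc, the increase would be 100.1 times the estimated reads in CTRL1, 103 times in CTRL2, and 102 times in CTRL3. What sets this factor was not tested, and a table held in part gives no total.

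The spread between ONT Pc replicates, from edgeR's common dispersion on recovered reads, was a biological coefficient of variation of 17.5% over 16202 features with at least 10 reads in every replicate. It ranged from 16.2% without CTRL3 to 18.9% without CTRL1.

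Deviations of the replicates from their gene means were compared between ONT Pc and the paper's Illumina values across 1111 genes. Replicates of the same number correlated at 0.471 for CTRL1, 0.484 for CTRL2, and 0.653 for CTRL3, with a mean of 0.536, and the largest correlation between different numbers was -0.0851. Over the 735 genes with at least 5 FPKM and 50 reads, the matched values were 0.562, 0.505, and 0.706. The lowest matched value, 0.471, lies above a limit of 0.1 for a shared number. This limit was set after the values were seen and does not come from unrelated numbers, so it cannot exclude them. Centring on 3 replicates pushes the correlations between different numbers below 0, so these carry no weight, and the rank of the matched assignment among the 6 possible ones was not used. Whether the same RNA or a shared growth or harvest lies behind a number stays open. Each value is across genes, which are not independent replicates, and the evidence rests on 3 replicates.

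A list of 11 flavonoid genes, picked because other genes of the pathway had been seen to vary, had a median log2 deviation of 0.25 in CTRL1, 0.85 in CTRL2, and -0.91 in CTRL3. Each of the 3 values lay outside the central 95% of matched random lists, which for CTRL3 was -0.15 to 0.15. A list of 10 phosphate starvation genes, picked in the same way, gave 0.13, 0.61, and -0.67, of which those of CTRL2 and CTRL3 lay outside. CTRL2 against CTRL1 gave 0.65 for the flavonoid and 0.45 for the phosphate starvation genes, each above all 10000 random lists. These values therefore differed between CTRL1 and CTRL2 as well, with 1 library each. The random lists draw genes one by one, so their range can be too narrow for genes of a pathway that vary together. A place outside it is not a p-value. CTRL3 gave -1.10 and -0.86 against CTRL1 and -1.97 and -1.41 against CTRL2. In CTRL3, 0 of the 11 and 0 of the 10 genes were higher than the mean of the replicates. The copy of Table S9 holds 3 flavonoid and 3 phosphate starvation genes. The paper's FPKM was lowest in CTRL3 for 3 of 3 flavonoid and 3 of 3 phosphate starvation genes, and the rescaled ONT Pc CPM for 3 of 3 and 2 of 3. SPX1 was the exception, with 56.0 CPM in CTRL1, 255 in CTRL2, and 84.6 in CTRL3, against the paper's FPKM of 118, 167, and 74.6. These 4 lists in 3 replicates make 12 comparisons. The cause was not tested.

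PacBio isoforms per reference transcript differed between Pfam families. If the size selection of the library had worked against short transcripts, families with shorter annotated transcripts would have fewer isoforms at equal ONT Pc expression. Over 1500 families with at least 5 reference genes, the partial rank correlation with length was 0.577, and 0.464 with exon number also held. Both have the sign that this hypothesis predicts. Without ONT Pc expression held, the rank correlation with length was 0.495. The ratio of ONT Pc CPM to the paper's FPKM fell with length, so families of equal CPM need not be equal in FPKM. Among families in the upper part of expression, the median was 0.333 isoforms per reference transcript in the 266 families of the shortest class and 1.25 in the 195 of the longest. The families are not separate observations, since 49.9% of the PacBio isoforms lie in more than 1 family. Longer transcripts also offer more places for isoforms to differ, and this stays open.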
